# Large-scale gene analysis of rabbit atherosclerosis to discover new biomarkers for coronary artery disease

**DOI:** 10.1098/rsob.180238

**Published:** 2019-01-23

**Authors:** Xiaolan Yu, Wen Guan, Yang Zhang, Qing Deng, Jingjing Li, Hao Ye, Shaorong Deng, Wei Han, Yan Yu

**Keywords:** gene chip, atherosclerosis, regression, biomarkers, coronary artery disease, New Zealand white rabbits

## Abstract

Atherosclerosis is the pathological basis of coronary artery disease (CAD) and causes high mortality. Thus, early detection is thought to be crucial in reducing the risk of CAD. Uncovering the mechanisms of the progression and regression of atherosclerosis will provide insights into discovering novel biomarkers to identify subjects at risk for CAD and improve prevention. We established atherosclerosis progression and regression in a rabbit model. Then, we extracted mRNA of the abdominal aorta from control, model and recovery groups to perform gene chip analysis. Candidate biomarkers were screened by large-scale gene analysis and validated in patients with CAD or with CAD recovery by ELISA. The differentially expressed genes in the progression and regression of atherosclerosis were mainly enriched in four clusters. Genes associated with inflammation and extracellular matrix were returned to normal or close-to-normal levels much earlier than genes associated with metabolism and sarcoplasmic proliferation, and they were maintained downregulated or upregulated after feeding a normal diet. We then selected four candidate biomarkers and found that lipoprotein lipase (LPL), bone morphogenetic protein 7 and somatostatin concentrations could indicate CAD diagnosis. In addition, LPL and macrophage cationic peptide 2 can be indicators of the prognosis of CAD. Molecular changes during the progression and regression of atherosclerosis in rabbits were revealed, and candidate regulators were identified. The identified factors could be used as novel biomarkers and targets for improving the diagnosis and prognosis of human CAD in the future.

## 1. Introduction

Atherosclerosis is the pathological basis of coronary artery disease (CAD), threatening human health and leading to high mortality. Despite percutaneous coronary intervention (PCI) being a well established and useful technique for CAD, various other factors such as inflammation and insulin resistance can lead to restenosis and threaten survival [1,2]. Thus, early detection and control of risk factors is thought to be crucial in reducing the risk of CAD. Uncovering additional mechanisms of the progression and regression of atherosclerosis will provide insights into discovering novel biomarkers to identify subjects at risk for CAD and enable the administration of interventional approaches.

Establishing an appropriate experimental animal model is essential for studying the pathophysiology of atherosclerosis. Animal models should reflect the most important aspects of lipid metabolism and the features of lesions, such as fatty streaks, fibrous plaques and complicated plaques with calcification [3], that are observed in human patients. However, there is no single animal model that fulfils all these requirements. Therefore, illustrating the diverse aspects of atherosclerosis requires different animals [4]. Rabbits were the first and remain one of the best models for studying lipoprotein metabolism and atherosclerosis. Considering the convenience of measuring atherosclerotic plaques by intravascular ultrasound, we preferred to use rabbits as model animals. In addition, regression of atherosclerosis has been demonstrated in cholesterol-fed rabbits after withdrawal of cholesterol from the diet [5,6]. Furthermore, the addition of certain substances, such as high-density lipoprotein cholesterol (HDL-c), paclitaxel or phosphatidylcholine, into the normal diet accelerated the regression of atherosclerosis [7–9]. In our previous research, we found that the regression of atherosclerosis by a normal diet requires eight weeks or more. Some studies have shown that caloric restriction is the most effective and reproducible intervention against obesity, diabetes and atherosclerosis through increasing the HDL-c levels and decreasing the levels of total cholesterol (TCH) and low-density lipoprotein cholesterol (LDL-c) [10–12]. To speed the regression of atherosclerosis, we designed an atherosclerosis rapid regression experiment using a caloric restriction diet instead of a normal diet.

Atherosclerosis is a dynamic process with intercalating periods of quiescence and activity during which plaque growth occurs [13]. Novel biomarkers may contribute to our understanding of the natural history of atherosclerotic plaques and may help to identify periods of disease activity related to the prediction and prognosis of coronary events. Large-scale gene expression analyses have been performed to reveal the molecular changes of atherosclerosis at the mRNA level [14,15]. Most of these studies have focused on the formation of atherosclerosis rather than the regression of atherosclerosis. In our study, we applied gene chip analysis of the abdominal aorta to simultaneously delineate the molecular characteristics of atherosclerosis progression and regression, to identify important genes related to the diagnosis and prognosis of atherosclerosis, and to discover new biomarkers for human CAD.

## 2. Methods

### 2.1. Animal and study design

Twelve adult (3 months old, 3.0 kg), male, New Zealand white rabbits were purchased from SLACCAS (Shanghai, China). Eight randomly selected rabbits were fed a high-cholesterol diet (purified rabbit chow supplemented with 1% cholesterol and 6% peanut oil) (SLACCAS, Shanghai, China) for four weeks. After receiving this diet for three days, balloon injury of the abdominal aorta was performed. Under general anaesthesia (acepromazine (0.75 mg kg^−1^), xylazine (2.5 mg kg^−1^) and ketamine (35 mg kg^−1^)), balloon injury of the abdominal aortic wall was performed using a 4F Fogarty catheter introduced through a right femoral artery cutdown. When the catheter was advanced to the diaphragm, the balloon was inflated and the catheter was gently retracted towards the iliofemoral artery. This procedure was repeated three times [16]. Four randomly selected rabbits were killed at four weeks after plaque formation (model group or AS30). The remaining four animals were switched to a caloric restriction diet (chow with no added cholesterol or fat, reduction in daily intake by 20 per cent of ad libitum consumption) for four more weeks to monitor regression of atherosclerosis (recovery group or AS60). The other four uninjured rabbits were fed a normal diet (chow with no added cholesterol or fat, ad libitum feeding) and used as a control (control group or AS0) for the model groups.

Blood was collected at each point at 0, 2, 4 and 8 weeks for lipid measurement. At the end of the fourth and eighth weeks, we used intravascular ultrasound (IVUS) imaging to detect characteristic lesions in the arterial wall (figure 1*a*).

**Figure 1.**
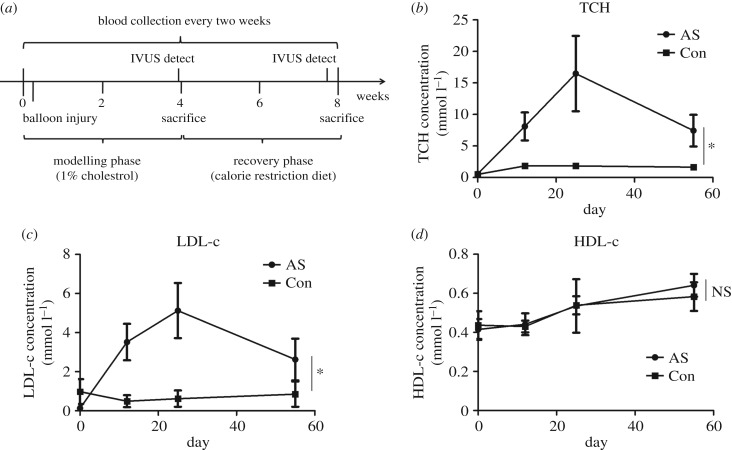
Lipid profiles of rabbit atherosclerosis. (*a*) Experimental timeline. Rabbits were fed with a high-cholesterol diet (purified rabbit chow supplemented with 1% cholesterol) for four weeks. Three days into the diet, balloon injury of the abdominal aorta was performed. After four weeks of high cholesterol diet, rabbits switch to the calorie restriction diet for four more weeks (chow with no added cholesterol or fat, reduction of daily intake by 20% of ad libitum feeding). Blood was collected at 0, 2, 4 and 8 weeks for lipid measurement. Intravascular ultrasound imaging was performed at the end of the fourth and eighth weeks. (*b*–*d*) TCH, LDL-c and HDL-c concentrations during the progression and regression of atherosclerosis. Con, control (*n* = 4); AS, atherosclerosis (AS30, *n* = 8; AS60, *n* = 4). Data were reported as means ± s.d. and between-group comparisons were performed by Students' *t*-test. A *p*-value of less than 0.05 was considered significant.

Animal experiments were performed under authorization of the Animal Care and Use Committee of Shanghai Jiao Tong University.

### 2.2. Intravascular ultrasound imaging and analysis

IVUS imaging was performed according to the previous study [17]. In brief, a rotating 40 MHz transducer, which consisted of a motorized transducer pullback system and a commercial scanner (Galaxy, Boston Scientific, Natick, MA, USA), was operated with a 2.9 Fr sheath-based catheter (Atlantis SR Pro, Boston Scientific, Natick, MA, USA). The IVUS catheter was advanced into the diaphragm, and imaging (an automated transducer pullback at 0.5 mm s^−1^) was performed back to the iliofemoral artery after intra-coronary administration of 200 mg of nitroglycerin. The images were stored in the computer system (TomTec Imaging Systems, Munich, Germany) and then recorded on digital media (CD/DVD) for off-line quantitative analysis using commercially available analysis software (INDEC Systems, Santa Clara, CA, USA). Vessel area, lumen area and mean neointimal area were measured.

### 2.3. Blood sampling and lipid measurement

In the morning after 12 h of fasting, 5 ml blood samples were collected from the ear vein into pro-coagulant tubes. The serum was then collected after centrifuging at 3000*g* for 15 min at 4°C and stored at −80°C until use. TCH, HDL-c and LDL-c were measured according to the protocols of the commercial kits (TCH: A111; HDL-c: A112; LDL-c: A113; Nanjing Jiancheng Biological Institute, Nanjing, China).

### 2.4. Histology analysis

At the indicated time points (4 or 8 weeks), after IVUS analysis, rabbits were sacrificed, and the abdominal aortas from the diaphragm to the iliofemoral artery were excised. The aortas were washed in phosphate buffered saline (PBS) and immediately divided into two parts. One section was fixed in RNA Later and stored at −80°C for mRNA extraction. The other section was used for histology analysis; this section was embedded in optimal cutting temperature compound (Sakura Finetek, Northbrook, USA) for cryosectioning under liquid nitrogen and stored at −80°C until processing or fixed in PBS buffered 10% formalin for paraffin sectioning. Ten-micrometre-thick sections were stained with haematoxylin–eosin (HE) or Oil red O for lipids and counterstained with haematoxylin. In addition, the formalin-fixed aortas were stained by Oil red O solution for image acquisition.

An experienced pathologist who was blinded to the groups assessed all histological samples. Intimal thickness was measured as the distance from the inner surface of each arterial wall to the luminal border. Medial thickness was measured as the distance between the internal and external elastic lamina [18]. In the analysis of Oil-red-O- or HE-stained abdominal aortas, the area was calculated using ImageJ in three random 100× microscopic fields.

### 2.5. Sample collection and mRNA preparation

Total RNA was extracted using TRIzol reagent following the manufacturer's instructions and checked for an RNA integrity number (RIN) to inspect RNA integrity by using an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). Qualified total RNA (RIN ≥ 7) was further purified using an RNeasy micro kit (QIAGEN, GmBH, Germany) and an RNase-Free DNase Set (QIAGEN, GmBH, Germany). One aorta sample was selected from the control, model and recovery groups under the guidance of the pathological sections and IVUS.

### 2.6. Microarray expression analysis

To study the relative gene expression profiles in atherosclerosis, we analysed the relative abundance of mRNA using microarray analysis with the Agilent Array platform (Agilent Technologies, Santa Clara, CA, USA). Sample preparation and microarray hybridization were performed according to the manufacturer's protocols. Briefly, 1 µg of total RNA from each sample was amplified and transcribed into fluorescent cRNA using Agilent's Quick Amp Labelling protocol. The labelled cRNAs were hybridized onto the Rabbit Genome genome-wide 4 × 44k chip (Agilent Technologies, design ID: 020908). After washing the slides, the arrays were scanned using an Agilent scanner (G2565CA). Images were analysed by the Agilent Feature Extraction image analysis software, and image signals were converted into digital signals. Signal values were recorded and marked with ‘P' for present, ‘M' for marginal or ‘A' for absent according to expression level. Quantile normalization and subsequent data processing were performed using the GeneSpring software package (Agilent Technologies). Genes with expression levels that varied at least twofold between any two time points were considered differentially expressed genes, excluding the appearance of two ‘A' values. The selected differentially expressed genes were subjected to hierarchical clustering analysis using Cluster 3.0 (Stanford University, Sandford, CA, USA) and TreeView (University of California, Oakland, CA, USA) tools. Annotation of gene function and fold enrichment analysis was conducted by the DAVID (Databases for Annotation, Visualization and Integrated Discovery) online tools (https://david.ncifcrf.gov/) according to the available instructions. The modified Fisher exact *p*-value for gene-enrichment analysis was calculated, and a *p*-value of less than 0.05 was considered significant.

### 2.7. Quantitative real-time PCR

Real-time PCR reactions were performed with the ABI detection system (Applied Biosystems, Foster City, CA, USA). Reverse transcription was performed using 1 µg of total RNA from each sample and the MMLV Reverse Transcriptase cDNA Synthesis Kit (TaKaRa, Dalian, China), according to the manufacturer's instructions. RT-PCR was performed using SYBR Green (TaKaRa, Dalian, China) in the ABI 7500 Sequence Detection System. PCR primer sequences were designed for the candidate genes and the GAPDH housekeeping gene using Primer Premier 5.0 software, and their sequences are listed in table 1. Each RT-PCR reaction was performed in triplicate. For analysis, fluorescence signal values were obtained using ABI 7500 Sequence Detection System software, and the Ct value of each sample and gene was obtained. The 2^−ΔΔt^ method was used to calculate the differences in gene expression in multiples.

**Table 1.** Primer information for each gene.

GenBank accession number	gene symbol	primer sequences (5′ → 3′)	
NM_001082253.1	GAPDH	sense	GGAGAAAGCTGCTAA
		antisense	ACGACCTGGTCCTCGGTGTA
XM_002724032.2	BMP7	sense	GGGCTTCTCCTACCCCTACA
		antisense	TTGTCGTGTTCCACGAGGTT
NM_001177330.1	LPL	sense	GAAACTCAAGTGGAACAGCGAC
		antisense	TCAGAGACTTGTCGTGGCATTT
NM_001171013.1	MCP2	sense	AAGTCGTAGACCAGCAGCCC
		antisense	GCAGCAGAGTGGGTGGATTCT
XM_002716499.3	SST	sense	CCCAACCAGACGGAGAATGA
		antisense	AGGGATTCTGGGGGATTAGG

### 2.8. Human serum sampling and ELISA

To further study the relationship between candidate genes and the progression and regression of atherosclerosis in humans, we collected serum samples from 16 healthy male human subjects, 28 male patients with CAD and 20 male CAD patients after PCI at Ruijin Hospital (Shanghai, China) between 1 January 2014 and 31 December 2015, respectively. Patients who underwent coronary angiography with coronary lesions exhibiting greater than or equal to 50% narrowing in more than one of the main coronary arteries were diagnosed with CAD. In addition, the CAD patients after PCI without in-stent restenosis in one to two years were categorized as patients with CAD recovery.

Blood samples (5 ml) were taken in the morning after 12 h of fasting and collected into pro-coagulant tubes. Serum was separated within 1 h, and the samples for candidate protein concentration measurements were frozen at −80°C. The remaining serum samples were used for serum lipoprotein analysis. TCH, total triglyceride (TG), LDL-c and HDL-c were measured enzymatically on a Hitachi 912 analyser (Roche Diagnostics, Mannheim, Germany). Plasma glucose concentrations were measured by the glucose oxidase method. Body mass index was calculated as weight (kg) divided by the square of height (m^2^).

We measured the protein concentrations of the candidate genes in serum using ELISA kits according to the manufacturer's standard methods (LPL, IBL, NO 27184; BMP7, R&D, DY354; MCP2, RayBiotech, ELH-CCL8-1; SST, RayBiotech, ELH-Som-1).

All subjects provided written informed consent, and the study protocol was approved by the local ethics committee.

### 2.9. Statistics

All statistical analyses were performed using SPSS18.0 statistical software. Data were reported as the median ± interquartile (IQR), the mean ± s.d., or proportions (%). Comparisons were performed by one-way ANOVA among the three groups and by Student's *t*-test between two groups. The progression of atherosclerosis was compared between the model group (AS30) and the control group (AS0), and the regression of atherosclerosis was compared between the recovery group (AS60) and the model group (AS30). A *p*-value of less than 0.05 was considered significant.

## 3. Results

### 3.1. Lipid profiles of rabbit atherosclerosis

To investigate the gene expression pattern in the progression and regression of atherosclerosis, we established a rabbit model of atherosclerosis by feeding rabbits a high-cholesterol diet and including balloon injury, followed by feeding a caloric restriction diet (figure 1*a*). From the lipid profiles, we found that both serum TCH and LDL-c concentrations were significantly increased during the high-cholesterol diet period (AS30) compared with the control (*p* < 0.05). After reversion to the caloric restriction diet for four weeks (AS60), both serum TCH and LDL-c concentrations were significantly reduced compared with the model group (AS30; *p* < 0.05) (figure 1*b*,*c*). By contrast, the concentrations of HDL-c between the two groups differed without significance at different time points (figure 1*d*).

### 3.2. Intravascular ultrasound of rabbit atherosclerosis

We directly detected plaque formation and regression of the rabbit abdominal aorta using IVUS, and the results are shown in figure 2. The vessel intima in the control group was smooth (figure 2*a*); however, there was obvious plaque formation in the model group (figure 2*b*). After reversion to the caloric restriction diet for four weeks, the plaques were significantly reduced (figure 2*c*). The neointimal area was significantly increased in the model group, whereas it was significantly reduced in the recovery group when compared with the model group (control group: 0 mm^2^; model group: 1.96 ± 0.69 mm^2^; recovery group: 0.74 ± 0.14 mm^2^, *p* < 0.05, figure 2*d*).

**Figure 2.**
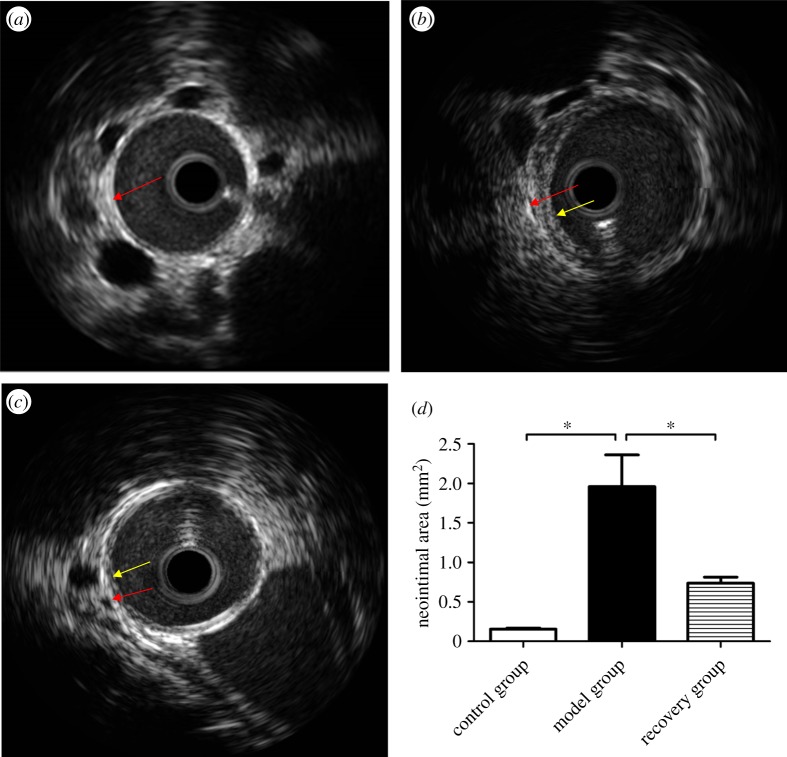
Intravascular ultrasound of rabbit atherosclerosis. Intravascular ultrasound images show representative pictures of rabbit abdominal aorta in control, model and recovery groups, respectively (*a*, *b* and *c*). Obvious neointima was observed in the model group and little neointima was observed in the recovery group, whereas no neointima was observed in the control group. The mean neointimal area was measured and analysed (*d*). The red and yellow arrows indicate the intima and the neointima, respectively. Data were reported as means ± s.d. and among three-group comparisons were performed by ANOVA, *n* = 4. *p < 0.05. A *p*-value of less than 0.05 was considered significant.

### 3.3. Histological analysis of rabbit atherosclerosis

To further test whether our atherosclerosis progression and regression model was established successfully, we performed Oil red O and HE staining on the rabbit abdominal aorta. From figure 3*a*, we found that the percentage of the lesion area was significantly increased in the model group and significantly reduced in the recovery group (control group: 0%; model group: 47 ± 0.58%; recovery group: 16 ± 0.57%, *p* < 0.05). We also observed obvious lipid droplets in the vascular endothelial cells of the model group, but they were significantly reduced in the recovery group (control group: 0%; model group: 1.07 ± 0.19%; recovery group: 0.66 ± 0.26%, *p* < 0.05) (figure 3*b*). For the HE-stained paraffin sections, we compared the intima to the media thickness ratio during the formation and regression of atherosclerosis. The results showed that endothelial cells were significantly proliferated in the model group, whereas they were relatively decreased in the recovery group (control group: 0; model group: 4.43 ± 0.15; recovery group: 1.21 ± 0.09, *p* < 0.05) (figure 3*c*).

**Figure 3.**
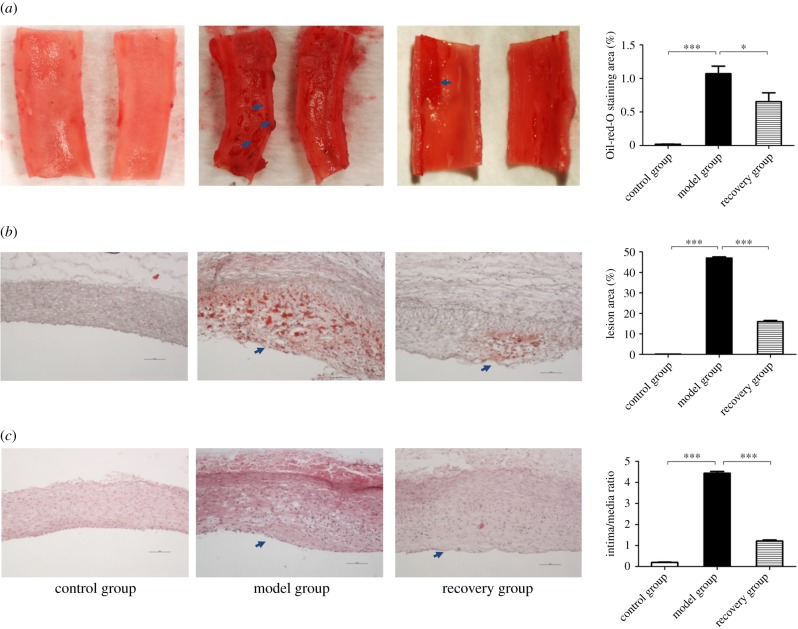
The histology analysis of rabbit atherosclerosis. The whole abdominal aorta was stained using Oil red O solution for acquisition of the overall plaque formation (arrows). The percentage of lesion area was significantly increased in the model group and relatively decreased in the recovery group (*a*). The Oil red O staining of cryosections showed that there were obvious lipid droplets (arrow) in the vascular endothelial cells of the model group while significantly reduced in those of the recovery group (*b*). The HE staining of paraffin sections demonstrated the ratio of intima to media thickness among the three groups. The endothelial cells were significantly proliferated (arrow) in the model group and relatively decreased in the recovery group (*c*). The values of the percentage of lesion area and lipid droplet and the ratio of intima to media thickness were measured by ImageJ software, respectively (displayed on right side). Data were reported as means ± s.d. and among three-group comparisons were performed by ANOVA, *n* = 4. *p < 0.05, ***p < 0.001. A *p*-value of less than 0.05 was considered significant.

Taken together, the above results demonstrated that our rabbit atherosclerosis model was successfully established and that atherosclerosis partly regressed after feeding a caloric restriction diet in our study.

### 3.4. Differentially expressed genes were mainly enriched in four clusters

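The microarray data comprise 3 single-colour Agilent rabbit arrays, 1 for each group. Each array was hybridized with RNA from the abdominal aorta of 1 rabbit, which the authors selected from groups of 4 under the guidance of pathological sections and IVUS. The model rabbit had received a diet with 1% cholesterol and 6% peanut oil for 4 weeks together with balloon injury, and the recovery rabbit a further 4 weeks without added cholesterol. The paper describes the recovery diet as caloric restriction with intake reduced by 20%, whereas its Discussion also speaks of a normal diet, as do the sample labels. The deposited values are log2 signal values of 43603 gene probes and 58 control rows per array, which the authors quantile-normalized. The 3 sorted columns differed by at most 0.016 on the log2 scale, so no further normalization was applied. Values below 4.37, the 40th percentile of all values, were set to that floor, and a ratio with a floored value on 1 side is given as a bound. In each array 26161 probes (60.0%) lay above the floor. The present and absent calls used by the paper as a filter were not used here. Across probes, which are not independent replicates, Pearson's r was 0.938 between control and model, 0.916 between control and recovery and 0.964 between model and recovery. With 1 array per group there is no spread between rabbits, so no p-value or SD is given, and every difference compares 3 aortas rather than 3 conditions.

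The value table holds probe identifiers without gene names, so counts are of probes. A gene of Table S1 was assigned to a probe only where exactly 1 probe had both of its log2 ratios to control within 0.006, in a region of the data where fewer than 0.05 chance matches were expected. Of 3715 genes listed by cluster, 969 lay in such regions and 599 were assigned, with 7.22 false assignments expected among them. For these probes the ratios to control equal those of Table S1 by construction, and the signal levels, the position relative to the floor and the change from model to recovery are added by the deposited values. Genes with modest changes lie in crowded regions and mostly remained unassigned, so the named probes over-represent large changes.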

To investigate the gene changes in the progression and regression of atherosclerosis, we collected samples from the control, model and recovery groups to perform microarray analysis using gene chip analysis. We found that 3716 (37%) of 10 152 genes demonstrated statistically significant differential expression in the progression and regression of rabbit atherosclerosis (*p* < 0.05). 

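Counted over the 28950 probes above the floor in at least 1 array, 11832 probes (40.87%) differed at least 2-fold between some pair of groups. In progression, from control to model, 7235 probes changed at least 2-fold, of which 3451 were higher and 3784 lower in the model group. In regression, from model to recovery, 4402 probes changed at least 2-fold, of which 2040 were higher and 2362 lower in the recovery group. The recovery array differed from the control array at 9271 probes, more than the model array did. Among assigned probes above the floor in both arrays, the largest rise in progression was that of SST, encoding the peptide hormone somatostatin, at 513-fold, followed by MCP2 at 69.0-fold and the muscle creatine kinase CKM at 67.2-fold. The control level of SST exceeded the floor by only 0.06, and with the floor at the 60th percentile its log2 ratio was 6.86 in place of 9.00. Probes below the floor in control give lower bounds and are not ranked with these, such as NPY, encoding neuropeptide Y, at least 235-fold higher and at 10.51 by the paper's log2 ratio. SGCA, a sarcoglycan of the muscle membrane, was 45.0-fold higher, the cytokine IL17B 43.6-fold and the β-tropomyosin TPM2 40.2-fold. The largest measured falls among assigned probes with a gene name, which do not include LPL, were those of THRSP, a regulator of lipogenesis, at 109-fold, the collagen gene COL5A3 at 64.5-fold and CA4, a membrane-bound carbonic anhydrase, at 63.1-fold. ALDOC, an aldolase of glycolysis, was 58.5-fold lower, EBP, an enzyme of cholesterol synthesis, 58.3-fold lower, and S100A12, a calcium-binding protein of neutrophils, 52.6-fold lower. In regression, the transcription factor gene FOS was 15.2-fold higher in recovery than in model, HILPDA, encoding a lipid droplet protein, 14.9-fold, the chemokine CCL19 11.2-fold and HIF1A, encoding a hypoxia-inducible factor subunit, 6.98-fold. IRF5, an interferon regulatory factor, was 11.9-fold lower in recovery than in model and THEMIS2 7.69-fold lower. The counts move by more than 1.5 times with the fold threshold, with no floor and with the floor at the 60th percentile. The 8 spiked-in controls above the floor differed by a median log2 ratio of -0.46 for model over control and 0.56 for recovery over model. The counts do not allow for this offset.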

Using TreeView software, dynamic changes in gene expression were identified at different levels of atherosclerosis (figure 4*a*). The differentially expressed genes in the progression and regression of atherosclerosis were mainly enriched in four clusters according to analysis by Cluster 3.0 software, and the representative changes in mRNA patterns were categorized from cluster 1 to 4 (figure 4*b*) (The list of genes is provided in the electronic supplementary material, table S1).

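The probes changed at least 2-fold in progression were divided by direction and by whether at least 0.5 of the log2 change was reversed in recovery. Of the 3784 lower probes, 3289 stayed low and 495 (13.08%) returned. Of the 3451 higher probes, 2637 stayed high and 814 (23.59%) returned. Among assigned probes of cluster 1, 178 of 231 were lower and stayed low, and 53 differed by less than 2-fold between control and model after flooring. In cluster 2, 37 of 107 were lower and returned, 17 were lower and stayed low, and 53 were under 2-fold in progression. In cluster 3, 116 of 150 were higher and stayed high, with 34 under 2-fold in progression. In cluster 4, 50 of 111 were higher and returned, 12 were higher and stayed high, and 49 were under 2-fold in progression. Probes under 2-fold in progression are not all near the floor and can still change in recovery. ACP5 of cluster 1 was at -0.94 in model and -2.72 in recovery relative to control, above the floor in every array. ITIH4 of cluster 2, also above it, was at -0.90 and 2.29. A returned probe can pass the control level: the chemokine CXCL10 was at 5.86 in control, below the floor in model and at 9.00 in recovery on the log2 scale. By the paper's ratios in Table S1, recovery lay above model for 628 of 629 genes of cluster 2 and below model for all 622 genes of cluster 4. By the same ratios, recovery lay within 2-fold of control for 473 genes of cluster 2 and 463 genes of cluster 4.

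**Figure D1:**
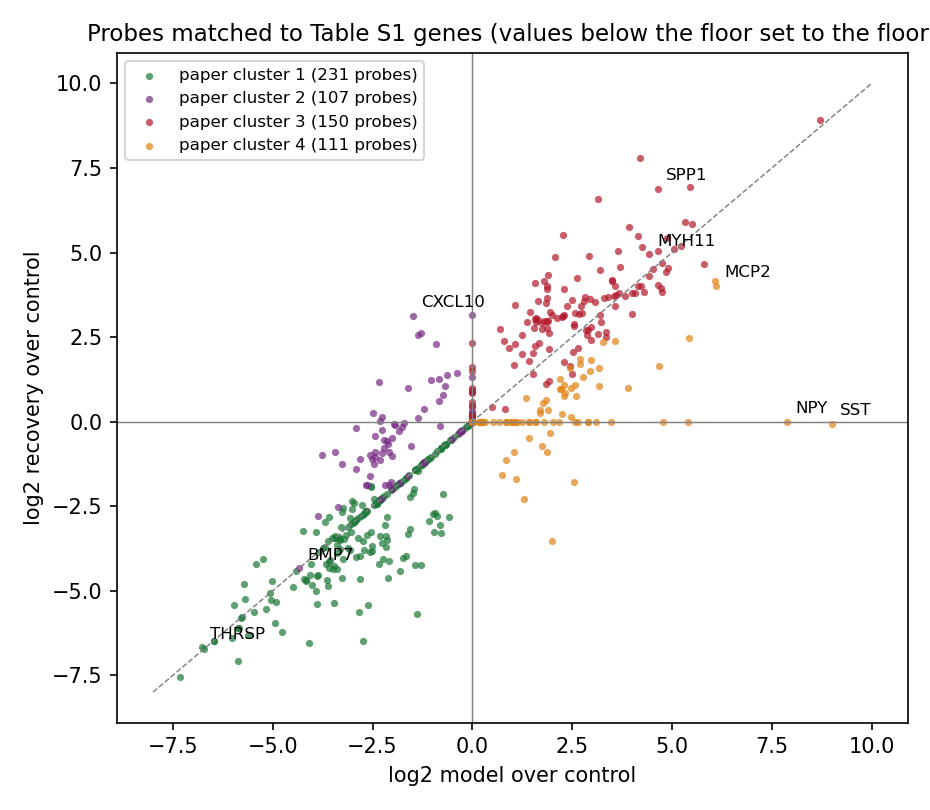
Log2 ratio of model over control (horizontal) against log2 ratio of recovery over control (vertical) for the 599 assigned probes, 1 point per probe, coloured by the paper's cluster, with values below the floor set to the floor; the dashed line marks equal ratios. Cluster 1 probes lie at or below 0 and cluster 3 probes at or above 0 on both axes, and cluster 4 probes such as SST and NPY lie near the horizontal line at 0, while MCP2 lies at 6.11 and 4.02.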

**Figure 4.**
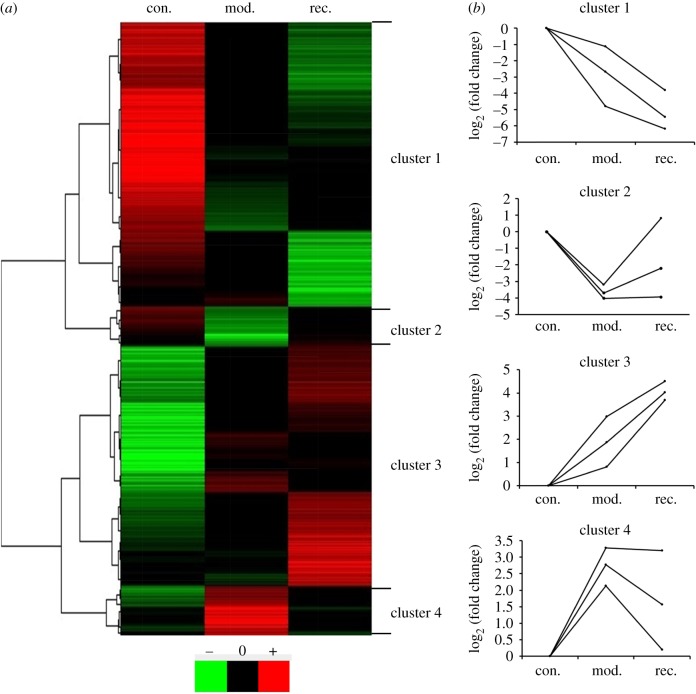
Differentially expressed genes were mainly enriched in four clusters. Cluster analysis of genes with altered expression was performed using microarray analysis, mRNA levels were analysed among control (con.), model (mod.) and recovery (rec.) groups. (*a*) The tissue screen identified 3716 genes whose mRNA levels changed at least twofold when comparing the data from any two groups. Green, black and red represent lower, normal and higher mRNA expression relative to that of control, respectively. The 3716 genes were classified into four clusters (clusters 1–4) using TreeView software. (*b*) Representative changes of dynamic gene expression curves for each cluster. Expression levels of each gene were compared with regard to the different status of rabbit atherosclerosis.

### 3.5. Gene ontology enrichment analysis of the four clusters

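Genes of lipid synthesis, uptake and oxidation were lower in the model array and stayed low in the recovery array. Among listed genes of cholesterol synthesis, 13 of 25 stand in Table S1, 12 of them lower in model by the paper's ratios. All 4 with an assigned probe were lower at least 2-fold in both arrays, among them EBP and ACAT2, with log2 ratios of model over control of -5.87 and -3.59. For fatty acid and triglyceride synthesis, 7 of 8 genes in Table S1 were lower, and all 5 assigned probes were lower at least 2-fold, from THRSP at -6.77 to FADS2, a fatty acid desaturase, at -2.27. FADS2 stood at -0.25 in recovery. For fatty acid oxidation all 12 genes in Table S1 were lower, including HADH at -3.32 and ACAA2 at -2.53. For lipoprotein uptake and efflux 15 of 17 were lower, including the fatty acid and lipoprotein receptor CD36, which fell from a log2 signal of 13.61 to 8.59 and stood at 8.90 in recovery. The apolipoprotein gene APOA2 was at least 54.7-fold lower, below the floor in both arrays, whereas APOA1 lay at 5.16 in control, too near the floor for a 2-fold bound. For lysosome and autophagy, 6 of 7 genes in Table S1 were lower.

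Markers of adipocytes moved with these genes. Of 25 listed adipocyte genes 9 stand in Table S1, all lower in both arrays, 7 of them at least 4-fold. The hormone gene ADIPOQ and the adipogenic receptor PPARG were at least 89.3-fold and 88.9-fold lower in model and below the floor in recovery, and the fatty acid binding protein gene FABP4 fell by 4.92 on the log2 scale. SLC2A4, the insulin-responsive glucose transporter, was at -1.94 in model and -0.11 in recovery. Of the list for brown adipocytes 1 gene stands in Table S1, at -3.89. Table S1 holds only genes the study called changed, so these tallies are not shares of all listed genes measured. The p-values the paper's Table S2 gives for the cluster 1 terms run from 0.00388 for cholesterol import to 0.0452 for fatty acid beta-oxidation, with Benjamini-adjusted values of 0.996 for both.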

Combined with gene ontology (GO) enrichment analysis using the DAVID tool, we found that the 1476 genes in cluster 1 that initially decreased rapidly and remained reduced were enriched in the transport of cholesterol, HDL-c, LDL-c and lipid metabolism (figure 5*a*). This result suggested that continuously decreased lipid-metabolism-related genes result in excess lipids being unable to be transported out of the vascular endothelium in a timely manner. Consequently, accumulated lipids form plaques and gradually promote atherosclerosis. 

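Among glycolysis genes, 17 of 24 stand in Table S1, 11 of them in cluster 2, with a median log2 ratio of -1.20 in model and -0.16 in recovery by the paper's ratios. HK2, the hexokinase of the first step of glycolysis, was at least 5.58-fold lower in model and stood 0.25 above control on the log2 scale in recovery. ALDOC differed, at -5.87 in model and -7.08 in recovery. The monocarboxylate transporter gene SLC16A1 was at least 10.9-fold lower in model and at -0.90 in recovery. For insulin signalling and glucose uptake 4 of 8 genes in Table S1 are in cluster 2. PFKFB3, encoding an activator of glycolysis, was at least 10.3-fold lower in model and still at -2.53 in recovery. Of the tricarboxylic acid cycle list 18 genes stand in Table S1, all lower in both arrays, 10 in cluster 1 and 8 in cluster 2, and the oxidative phosphorylation list has 8, all lower in both.

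For chemokines and cytokines 10 of 11 genes in Table S1 were lower in model, 7 of them in cluster 2. Lymphocyte markers were lower in the same array, all 9 in Table S1, with a median log2 ratio of -2.98. CXCL10, a chemokine induced by interferon, was at least 24.6-fold higher in recovery than in model. CCL19 was at -2.33 in model and 1.16 in recovery, whereas CCL5 was at least 5.36-fold lower in model and below the floor in recovery. IL10 lay below the floor in all 3 arrays. In the innate immune sensing list 8 of 12 genes were lower in model, 6 of them in cluster 2. The inflammatory caspase gene CASP4 was at -1.61 in model and 1.01 in recovery. Of the interferon response list 2 genes stand in Table S1, 1 higher and 1 lower in model. The paper's Table S2 gives the glycolytic process a Benjamini-adjusted p of 0.0223, the tricarboxylic acid cycle 0.0660 and glucose homeostasis 0.957. Its interleukin and inflammatory response terms for cluster 2 run from 0.778 for interleukin-6 production to 0.909 for positive regulation of the inflammatory response. The cluster 2 gene EFNA1, an ephrin, fell by 2.12 on the log2 scale in model and stood at -0.66 in recovery.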

The 629 differentially expressed genes of cluster 2 were enriched for the inflammatory response and glucose metabolism; these genes initially decreased rapidly and then remained unchanged or returned to baseline (figure 5*b*). This finding showed that some glucose-metabolism-related genes returned to baseline after the caloric restriction diet and reduced atherosclerosis. In addition, the genes associated with the inflammatory response may be anti-inflammatory factors and were restored to normal levels after a caloric restriction diet. 

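Contractile smooth muscle genes were higher in the model array and stayed high. Of 30 listed, 20 stand in Table S1, all in cluster 3, and all 12 with an assigned probe were at least 2-fold higher in both arrays. MYH11, the smooth muscle myosin heavy chain, had a log2 signal of 10.71 in control, 15.14 in model and 15.66 in recovery. ACTA2, smooth muscle α-actin, had 12.45, 16.02 and 16.45, and TPM2 rose by 5.33 in model and stood 5.91 above control in recovery. LMOD1, an actin nucleator of smooth muscle, was below the floor in control and at least 28.9-fold higher in model. Markers of some other cell types fell in the same array. Median log2 ratios by the paper's values were -4.92 for adipocytes, -2.82 for endothelium and -2.98 for lymphocytes. The endothelial value compares a balloon-injured aorta with an uninjured one. The lists for neurons and Schwann cells and for pancreas and gut endocrine cells rose instead, with medians of 4.97 and 1.52. Macrophage markers went both ways, with a median of -0.54. Among integrins and adhesion genes 8 of 11 in Table S1 were higher in model, 7 of them in cluster 3, and ITGA10 was at least 2.07-fold higher. In the elastic fibre list 6 of 9 were higher, including the microfibril gene MFAP4 at 1.65 in model and 3.01 in recovery. LOXL2, a lysyl oxidase that cross-links matrix, went the other way at -3.44 and -3.38.

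The skeletal muscle list was mixed, with 6 genes higher and 7 lower in model by the paper's ratios. Its member TNNC2, the fast troponin C, was at 3.55 in model and 3.72 in recovery. The paper's Table S2 lists sarcomere organization for cluster 3, of which FHOD3, ACTN1 and CASQ2 have assigned probes, all at least 2-fold higher in model. CASQ2, a calcium-binding protein of the sarcoplasmic reticulum, rose by 4.15 in model and stood at 5.49 in recovery. In the term smooth muscle contraction MYH11 passed 2-fold, and PDE4D did not after flooring. That table's Benjamini-adjusted p is 0.217 for sarcomere organization and 0.518 for elastic fibre assembly, and the terms were chosen by the study on these arrays. The cluster 3 sheet used here holds 1 gene fewer than the paper gives.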

The 989 differentially expressed genes in cluster 3 that increased initially and continued to be upregulated in the recovery group were mainly enriched in muscle contraction, muscle structure development and muscle functions (figure 5*c*). This result indicated that hyper-proliferative smooth muscle cells partially turned into lipid-accumulated macrophage-like cells, resulting in plaque formation and arterial stenosis. 

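Genes of the list of matrix proteases and inhibitors were mainly higher in the model array. Of 31 listed, 17 stand in Table S1, 12 higher in model and 10 in cluster 4. The list also holds FGB, FGG, HRG and VTN, which are neither proteases nor their inhibitors. It was written after Tables S1 and S2 had been read, so these counts are not of proteases and inhibitors alone and are no independent evidence. MMP12, a macrophage metalloelastase, was below the floor in control and recovery and at least 7.42-fold higher in model. MMP16, a membrane-type metalloproteinase, was at 2.48 in model and 0.99 in recovery on the log2 scale relative to control. TIMP1, a metalloproteinase inhibitor, was at 1.88 in model and 3.91 in recovery, so it did not return. VTN, encoding vitronectin, lay near the floor in model, too low for a 2-fold bound. In the collagen and matrix list 11 of 15 genes in Table S1 were higher in model, 7 in cluster 3 and 4 in cluster 4. HAPLN1, a link protein of cartilage matrix, was at least 3.74-fold higher in model. COL8A1 and the osteopontin gene SPP1 stayed high, SPP1 at 4.65 in model and 6.89 in recovery. COL1A1 was at -0.58 in model and -2.82 in recovery.

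In the macrophage list 7 genes of 15 in Table S1 were higher and 8 lower in model. The fractalkine receptor gene CX3CR1, a marker of monocytes, was at least 2.69-fold higher in model and below the floor in recovery, and ACP5 was at -0.94 and -2.72. The innate immune receptor TLR2 was at 0.84 in model and -1.14 in recovery. Markers of neurons moved with cluster 4: of 22 listed genes of neurons and Schwann cells 12 stand in Table S1, 11 of them in cluster 4. NPY was below the floor in control and recovery. The Benjamini-adjusted p in the paper's Table S2 is 0.983 for regulation of immune system process and 0.993 for fibrinolysis.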

There were 622 differentially expressed genes in cluster 4, mainly enriched in the regulation of the immune system process, fibrinolysis, the collagen catabolic process and cell migration, which rapidly increased and then remained unchanged or returned to baseline (figure 5*d*). This result suggested that genes related to inflammation, excessive secretion of extracellular matrix or migration may accelerate plaque formation, and they gradually returned to normal expression levels after caloric restriction diet and reduction of atherosclerosis (the genes identified in the enriched GO analysis are listed in the electronic supplementary material, table S2).

**Figure 5.**
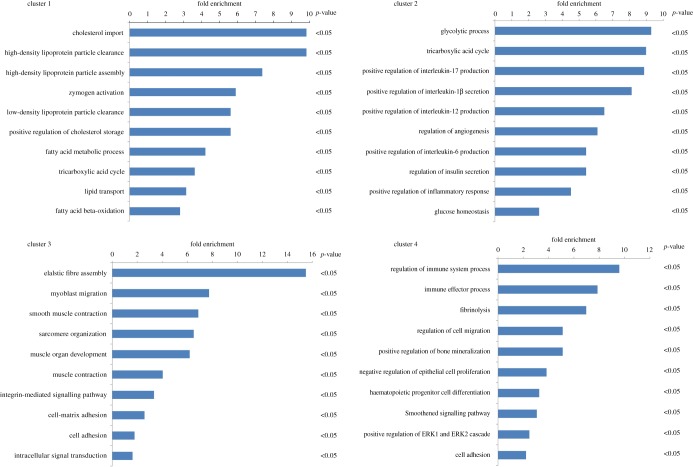
The GO enrichment analysis of the four clusters. The genes of the four clusters were studied by GO enrichment analysis using the DAVID tool. There were 1476, 629, 989, and 622 differential expression genes in clusters 1, 2, 3 and 4, respectively. A *p*-value of less than 0.05 was considered significant.

The above results indicate that the genes associated with inflammation and extracellular matrix returned to normal levels or close-to-normal levels much earlier than the genes associated with metabolism (in cluster 1) and sarcoplasmic proliferation (in cluster 3). On the other hand, the genes in cluster 2 or 4 were worthy of attention because they may play important roles in the pathological process of atherosclerosis and have the ability to more quickly regress atherosclerosis. Therefore, we preferentially screened candidate biomarkers from the genes in clusters 2 and 4.

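The share of changed genes that returned was computed for 4 groups of gene lists, over assigned probes changed at least 2-fold in progression. For inflammation (macrophages, lymphocytes, chemokines and cytokines, innate sensing) 5 of 10 returned, or 50.0% (exact 95% binomial interval 18.7% to 81.3%). The returned genes are CXCL10, CCL19 and CASP4, which were low in model, and MMP12 and CX3CR1, which were high. CXCL10, CCL19 and CASP4 passed the control level and stood 3.14, 1.16 and 1.01 above it in recovery on the log2 scale. MMP12 and CX3CR1 lay below the floor in both control and recovery. The lymphocyte genes LCK and CD79B were at least 6.29-fold and 14.4-fold lower in model and did not return. For matrix 4 of 10 returned, or 40.0% (12.2% to 73.8%), namely HAPLN1, MMP16, the protease gene ADAMTS9 and MMP12, which counts under both groups. For lipid and energy metabolism 3 of 19 returned, or 15.8% (3.38% to 39.6%), and all 19 were lower in model. For muscle and adhesion 0 of 13 returned, with an upper limit of 24.7%, and all 13 were higher in model. In inflammation 8 of the 10 were lower, and in matrix 8 of the 10 were higher. Over all probes 13.08% of the lower and 23.59% of the higher ones returned. The share of metabolism was thus near that of lower probes in general, and 23.59% lies within the interval of muscle. The intervals cover the number of genes only, and those of inflammation and matrix overlap with those of metabolism and of muscle. Overlap of intervals is not a test of a difference between shares, and no such test was run. The floor decides some of these calls. By the paper's ratios HAPLN1, at 4.69 in model and 3.14 in recovery, would not count as returned, whereas PFKFB3, at -5.21 and -2.53, and ACO1, at -2.46 and -1.01, would. The share for metabolism was 25.0% with no floor and with the floor at the 20th percentile. With the floor at the 60th percentile it was 7.14%, that for matrix was 14.3%, and 1 inflammation gene was changed and did not return. With the paper's Table S1 ratios for every listed gene, a comparison chosen after seeing the data, 17 of 37 inflammation genes returned (45.9%, 29.5% to 63.1%), 8 of 34 matrix genes (23.5%, 10.75% to 41.2%), 16 of 85 metabolism genes (18.8%, 11.2% to 28.8%) and 2 of 28 muscle genes (7.14%, 0.877% to 23.5%). In this larger set the lower limit of inflammation, 29.5%, lies just above the upper limit of metabolism, 28.8%, and above that of muscle. The interval of matrix overlaps with the other 3. The paper's statement rests on these same ratios, so this is no separate evidence for it. No floor applies to them, and IL10, below the floor in all 3 arrays, counts as returned. Returned genes here include those that passed control, and 27 of the 37 inflammation genes were lower in model. From the clusters in which these groups were enriched, the paper concludes that inflammation and matrix genes came back to or near control sooner than metabolic genes of cluster 1 and muscle genes of cluster 3. It screens clusters 2 and 4 for candidates because, as it proposes, their genes may act in the disease and help it regress sooner.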

### 3.6. Validation of the candidate biomarkers of human coronary artery disease

Under the guidance of gene chip analysis, we screened candidate biomarkers from the genes in clusters 2 and 4 because they may have the ability to more quickly regress atherosclerosis. Thus, we selected lipoprotein lipase (LPL) and bone morphogenetic protein 7 (BMP7) from the enriched genes of the ‘glycolytic process' and ‘glucose homeostasis' in cluster 2, macrophage cationic peptide 2 (MCP2) and somatostatin (SST) from the enriched genes of ‘regulation of immune system process' and ‘cell migration' in cluster 4, all of which had significantly changed signal values in the formation or regression of atherosclerosis (figure 6*a*).

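The probes of SST, MCP2 and BMP7 were assigned by both ratios of Table S1. SST had a log2 signal of 4.44 in control, barely above the floor, and 13.44 in model. MCP2 had 5.17 in control and 11.28 in model. BMP7, a bone morphogenetic protein, had 8.71 in control and lay below the floor in model, at least 20.2-fold lower. With the floor at the 60th percentile the SST and MCP2 ratios of model over control become 6.86 and 4.70 and that of BMP7 becomes -2.13. No probe carried both ratios that Table S1 gives for LPL, the lipase that releases fatty acids from circulating triglycerides. Of 2 probes with its recovery ratio, 1 was bright in control (log2 signal above 12), and it is used here as the candidate probe of LPL, an inference made after its listed values were seen. It had 18.08 in control and 10.42 in model, a 202-fold fall.

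**Figure D2:**
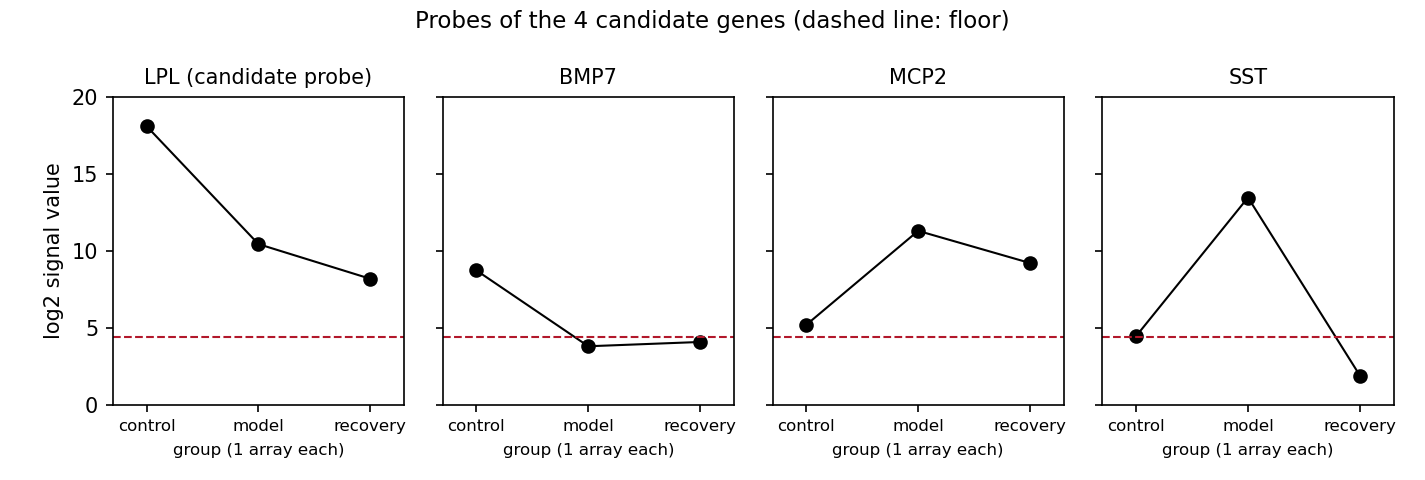
Log2 signal value (vertical, linear scale of log2 units) of the probes of LPL, BMP7, MCP2 and SST in the control, model and recovery arrays (horizontal), 1 point per array with no replicates; the dashed line is the floor at 4.37. LPL and BMP7 are highest in control, and MCP2 and SST are highest in model.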

**Figure 6.**
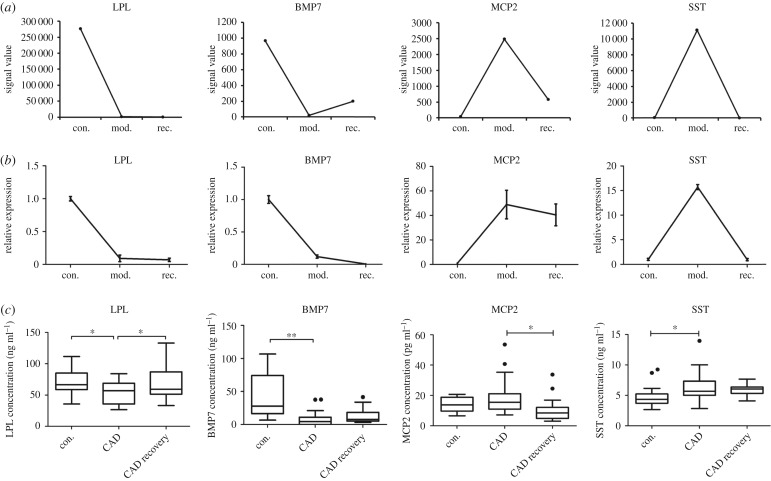
Validation of the candidate biomarkers of human coronary artery disease. (*a*) Four candidate genes were shown by signal value. (*b*) Four differentially expressed genes were selected and their mRNA levels were measured using RT-PCR (*n* = 4) and (*c*) their protein concentrations in serum were measured using ELISA (con (*n* = 16), CAD (*n* = 28), CAD recovery (*n* = 20)). Data were reported as means + s.d. or median ± IQR and among three-group comparisons were performed by ANOVA. *p < 0.05, **p < 0.01. A *p*-value of less than 0.05 was considered significant.

First, we validated the microarray chip data using RT-PCR and found that the mRNA levels of the four candidate genes were all consistent with the microarray analysis (figure 6*b*). The results suggested that our gene chip was reliable.

Considering the four genes associated with the formation and recovery of atherosclerosis, we further investigated whether the four candidate proteins could predict the occurrence and prognosis of human CAD. We recruited healthy male subjects, patients with CAD and patients with CAD recovery. The baseline clinical characteristics of the patients are presented in table 2. Body mass index, systolic blood pressure and diastolic blood pressure were significantly higher while HDL-c concentrations were significantly lower in patients with CAD and patients with CAD recovery than in control subjects. However, age, fasting blood glucose, TCH, TG and LDL-c concentrations in the three groups were not significantly different.

**Table 2.** The baseline clinical characteristics of CAD patients. Statistical comparisons among the three groups were performed by ANOVA. Values are means ± s.d. CAD, coronary artery disease; BMI, body mass index; SBP, systolic blood pressure; DBP, diastolic blood pressure; FBG, fasting blood glucose; TCH, total cholesterol; TG, total triglyceride; LDL-c, low-density lipoprotein cholesterol; HDL-c, high-density lipoprotein cholesterol.

	controls	CAD	CAD recovery	
	(*N* = 16)	(*N* = 28)	(*N* = 20)	ANOVA
age (years)	55.13 ± 13.68	55.79 ± 10.57	59.25 ± 8.95	0.346
BMI (kg m^−2^)	21.99 ± 1.78	24.56 ± 2.49	25.17 ± 2.70	<0.001
SBP (mmHg)	117.29 ± 16.02	133.18 ± 17.19	125.90 ± 17.80	<0.001
DBP (mmHg)	73.07 ± 10.90	79.32 ± 10.08	71.4 ± 9.54	0.02
FBG (mmol l^−1^)	5.04 ± 0.53	5.96 ± 2.96	5.47 ± 1.42	0.423
TCH (mmol l^−1^)	4.31 ± 1.63	3.86 ± 1.25	4.24 ± 0.79	0.413
TG (mmol l^−1^)	1.74 ± 1.08	1.69 ± 0.77	2.32 ± 1.91	0.224
HDL-c (mmol l^−1^)	1.42 ± 0.33	1.08 ± 0.41	1.02 ± 0.23	<0.001
LDL-c (mmol l^−1^)	2.80 ± 0.19	2.34 ± 0.96	2.35 ± 0.73	0.195

We measured the concentrations of the four candidate proteins in serum by ELISA. The results are shown in figure 6*c*. As expected, the proteomic profiles of the four markers were all consistent with the mRNA levels. Serum LPL concentrations were significantly decreased in patients with CAD but significantly increased in patients with CAD recovery (control: 70.65 ± 5.94 ng ml^−1^; CAD: 54.02 ± 3.66 ng ml^−1^; CAD recovery: 69.09 ± 5.23 ng ml^−1^, *p* < 0.05). Serum BMP7 concentrations were significantly decreased in patients with CAD and showed an increased trend in patients with CAD recovery (control: 31.6 ± 8.40 pg ml^−1^; CAD: 8.78 ± 2.37 pg ml^−1^; CAD recovery: 13.42 ± 2.27 pg ml^−1^, *p* < 0.05). On the other hand, the concentrations of serum MCP2 demonstrated an increased trend in patients with CAD and significantly decreased in patients with CAD recovery (control: 13.89 ± 1.36 pg ml^−1^; CAD: 18.87 ± 1.98 pg ml^−1^; CAD recovery: 10.25 ± 1.52 pg ml^−1^, *p* < 0.05). Serum SST concentrations were significantly increased in patients with CAD and displayed a decreased trend in patients with CAD recovery (control: 4.87 ± 0.43 ng ml^−1^; CAD: 6.31 ± 0.45 ng ml^−1^; CAD recovery: 5.92 ± 0.24 ng ml^−1^, *p* < 0.05).

These findings suggest that serum LPL concentrations can be applied to simultaneously predict the occurrence and prognosis of CAD (a detailed study of the association between CAD and LPL, including other lipases, has been summarized and submitted elsewhere). In addition, serum BMP7 and SST concentrations may be indicators of CAD, and serum MCP2 concentrations may indicate the prognosis of CAD. From a technical point of view, the gene chip analysis of the progression and regression of rabbit atherosclerosis improved the efficiency of discovering indicators for the simultaneous diagnosis and prognosis of human CAD.

## 4. Discussion

In this study, we established a rabbit model of progression and regression of atherosclerosis through balloon injury followed by feeding a high-cholesterol diet or a caloric restriction diet. Then, we applied gene chip analysis to explore the expression changes of genes in the progression and regression of atherosclerosis. We found that the differentially expressed genes were mainly enriched in four clusters, and genes associated with inflammation and extracellular matrix were returned to normal or close-to-normal levels much earlier than genes associated with metabolism and sarcoplasmic proliferation, which were maintained as downregulated or upregulated for a long time after feeding a normal diet. Furthermore, candidate regulators were identified, which could be used as novel biomarkers and targets for improving the diagnosis and prognosis of human CAD in the future.

We selected rabbits as an animal model of atherosclerosis because they are very sensitive to a high-cholesterol diet, and their lipid metabolism is similar to humans [19]. By contrast, wild-type mice are highly resistant to atherosclerotic development because they have more HDL than LDL [20]. Therefore, genetically modified mice, such as apoE^−/−^ and LDLR^−/−^ mice, are more commonly used for studying atherosclerosis because they can more easily develop atherosclerosis even when fed a normal chow diet [21,22]. However, considering the deficiency of apoE genes, apoE^−/−^ mice are unlikely to self-heal upon feeding a caloric restriction diet and do not exhibit the regression of atherosclerosis. Therefore, a rabbit model is more suitable for simulating the progression and regression of atherosclerosis in humans.

In our previous research, we found that the levels of TCH and LDL-c were also reduced by feeding a normal diet ad libitum (electronic supplementary material, figure S1). The reductions were not significant after feeding a normal diet for four weeks but became significant after feeding a normal diet for eight weeks. The results of IVUS detection also showed that the lesion did not significantly reduce after feeding a normal diet for only four weeks (electronic supplementary material, figure S2). These results suggested that a normal diet can induce the regression of atherosclerosis but may require eight or more weeks. To speed up the process, we planned to regress atherosclerosis rapidly by a caloric restriction diet. Combined with our recent results, we found that caloric restriction accelerated the regression of atherosclerosis. However, as the recovery period in this study was only one month, atherosclerosis plaques did not completely regress, but at least stopped growing. This result is consistent with a previous report [5]. Importantly, the duration of both atherosclerosis progression and regression modelling in our study was shorter than that in previous reports, which was likely due to the use of a 1% cholesterol diet and a caloric restriction diet in the recovery period. This result indicates that our rabbit model is very valuable for simultaneously studying the progression and regression of atherosclerosis. Additionally, to reduce the risk of death of rabbits by femoral artery cutdown, we used the uninjured control instead of the sham control [14]. It is well known that balloon injury causes intima hyperplasia, which is widely used in the rabbit model of atherosclerosis. The gene changes between the model group and the sham control group may highlight the genes associated with the arterial wall that were injured by balloon from the diaphragm to the iliofemoral artery. Thus, we suggest that femoral artery cutdown in a sham control would not influence the gene changes in atherosclerosis.

The gene microarray technique can be used to simultaneously evaluate genome-wide changes in gene expression, thus providing a better understanding of the pathogenesis of disease. We compared the gene expression of the progression and regression of atherosclerosis by gene chip analysis. Based on enrichment analysis, we found that atherosclerosis was a pathological process closely related to lipid metabolism and inflammation [23–25]. Most genes associated with lipid metabolism, such as cholesterol import, high-density particle clearance and assembly, low-density lipoprotein particle clearance, lipid transport and so on, were downregulated after feeding the caloric restriction diet. In addition, the majority of genes associated with sarcoplasmic proliferation, such as elastic fibre assembly, myoblast migration and smooth muscle contraction, remained upregulated after feeding the caloric restriction diet, which is consistent with the fact that atherosclerosis in our rabbit model was partly regressed. On the other hand, our results suggested that these genes require more than one month to be restored during the regression of atherosclerosis.

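In regression, 1 assigned probe of the lipid synthesis, oxidation and uptake lists had a measured change of at least 2-fold, FADS2, which rose by 2.03 on the log2 scale from model to recovery. ACACA, APOA1 and APOA2 lay below the floor in both arrays and give no ratio. The log2 ratio of recovery over model was -0.24 for EBP, -0.56 for ACAT2 and -0.21 for DGAT1, which encode enzymes of sterol and triglyceride synthesis. It was -0.16 for HADH and 0.60 for ACAA2, both of fatty acid oxidation, and 0.31 for CD36. INSIG1, a sterol-responsive inhibitor of cholesterol synthesis, was below the floor in model and at 5.01 in recovery. The median log2 ratio of recovery over control in the paper's Table S1 was -2.72 for the cholesterol synthesis list, -3.25 for fatty acid and triglyceride synthesis, -2.26 for fatty acid oxidation and -1.94 for lipoprotein uptake and efflux.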

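Between model and recovery, smooth muscle genes changed by under 2-fold in 11 of 12 assigned probes. The log2 ratio of recovery over model was 0.52 for MYH11, 0.43 for ACTA2, 0.46 for the myosin light chain MYL9 and 0.88 for the smooth muscle actin gene ACTG2. It was -0.82 for SORBS2, the largest fall among these probes, and 1.34 for CASQ2. In the collagen and matrix list 2 assigned probes were at least 2-fold higher in recovery than in model and 2 were lower, and the same counts hold for matrix proteases and inhibitors. CTGF, a connective tissue growth factor, was at 1.83, whereas COL1A1 was at -2.24 and HAPLN1 at -1.55. In the elastic fibre list MFAP4 was at 1.37 and LOXL2 at 0.06.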

Interestingly, we also found that genes associated with inflammation and extracellular matrix were returned to normal or close-to-normal levels much earlier. These results suggest that inflammation plays a major role in atherosclerosis [23,26]. Atherosclerotic plaque formation appears to be mediated by a chronic inflammatory process resulting from interactions among macrophages, oxidized cholesterol and cellular components of the arterial wall [26]. Key components of this process are the proliferation and migration of smooth muscle cells and the deposition of extracellular matrix [11]. This proliferative effect appears to be mediated by high levels of insulin and other growth factors, including platelet-derived growth factor [27]. On the other hand, atherosclerotic plaque regression may be mediated by enhancement of reverse lipid transport removing cellular but also extracellular lipid deposits, which may be regulated by increased insulin resistance, oxidative stress resistance and reduced inflammation. Thus, LPL and BMP7, which are associated with insulin and glucose homeostasis, and MCP2 and SST, which are associated with regulation of immune system processes and cell migration, may play important roles in both the formation and regression of atherosclerosis. We tested and verified the candidate genes by RT-PCR and ELISA and found that gene expression was consistent with the chip results. Expectedly, the correlation analysis performed using clinical data revealed that the expression levels of candidate genes were closely correlated with the occurrence and prognosis of human CAD, indicating their potential use as CAD biomarkers.

LPL, as a triglyceride lipase, plays a central role in lipid metabolism. However, it may pose pro-atherogenic or anti-atherogenic effects depending on its location [28]. In our study, the mRNA levels of LPL were downregulated by feeding a high-cholesterol diet but remained unchanged after feeding a caloric restriction diet. These results indicated that the expression of LPL was seriously suppressed by feeding a high-cholesterol diet and restored to normal levels after feeding a caloric restriction diet; however, one month may not be sufficient to restore LPL in a timely manner. 

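In recovery the candidate probe of LPL had a log2 signal of 8.16, which is -9.91 relative to control and -2.25 relative to model. The paper's Table S1 gives LPL a model ratio of -9.66 on the log2 scale. ANGPTL4, encoding an inhibitor of lipoprotein lipase, was at -2.31 in model and returned to 0.03 in recovery. Of 17 genes listed for the lipoprotein lipase system 4 stand in Table S1, 3 of them lower in model. Of 5 adipocyte genes with an assigned probe, which do not include LPL, 4 were still at least 2-fold below control in recovery and SLC2A4 had returned.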

The serum concentrations of LPL in CAD patients were significantly decreased, which was consistent with a previous study [29]. Moreover, serum LPL concentrations returned to normal levels in CAD patients during the recovery period. This finding suggested that LPL was closely correlated with the progression and regression of atherosclerosis and might be a good indicator of the diagnosis and prognosis of CAD.

BMP7, a member of the TGF-β superfamily, is well known for its osteogenic properties [30,31]. However, a new role of BMP7 in brown adipogenesis and energy expenditure has been reported in recent years [32,33]. 

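In recovery the BMP7 probe had a log2 signal of 4.06, below the floor, as in model at 3.79. Both arrays therefore give the same bound against control, and no ratio of recovery over model could be measured. Of 22 genes listed for the bone morphogenetic protein system 8 stand in Table S1, 5 higher and 3 lower in model, with a median log2 ratio of 0.55 in model and 0.83 in recovery by the paper's ratios. BMP7 is the sole member with an assigned probe.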

In this study, we found that the mRNA levels of BMP7 were significantly decreased by feeding a high-cholesterol diet but exhibited an increasing trend after feeding a caloric restriction diet. This finding suggests that BMP7 is correlated with energy expenditure. As expected, we found that serum BMP7 concentrations were significantly decreased in patients with CAD, which suggests that BMP7 is important in the occurrence of CAD and could be used as a biomarker.

MCP2, also known as CCL8 in humans, belongs to the CC chemokine subfamily [34], displays chemotactic activity for monocytes, lymphocytes and basophils and is also involved in atherosclerosis [26]. In this study, we found that the mRNA levels of MCP2 were significantly increased by feeding a high-cholesterol diet and returned to normal levels after feeding a caloric restriction diet. In addition, serum MCP2 concentrations were significantly decreased in patients with CAD recovery. These results suggest that MCP2 may play an important role in the regression of atherosclerosis and may be a good indicator of the prognosis of CAD.

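In recovery MCP2 had a log2 signal of 9.19, which was 4.26-fold lower than in model and 16.2-fold higher than in control. Of its log2 rise in progression 0.342 was reversed, under the 0.5 that counted as returned. Of 17 genes listed for neutrophils 5 stand in Table S1, 4 of them lower in model, and S100A12 was at -5.72 in model and -4.79 in recovery. The listed gene that was higher in model was MCP2 itself.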

SST regulates multiple biological functions by acting through a family of five G protein-coupled receptors, somatostatin receptors (SSTRs) 1–5. SST can inhibit the activation of Rho, the assembly of focal adhesions and actin stress fibres, and cell migration through SSTR1 [35]. 

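In recovery SST had a log2 signal of 1.88, below the floor and at least 536-fold lower than in model. Its level in the control array exceeded the floor by 0.06, so control and recovery cannot be ordered. Of the somatostatin system list, with its receptors, SST alone stands in Table S1. Of 7 listed neuron and Schwann cell genes with an assigned probe, 5 were at least 2-fold higher in model and returned. Among them SYT1, a synaptic vesicle protein, was at least 11.1-fold higher, and TH, the rate-limiting enzyme of catecholamine synthesis, stood 3.18 above control on the log2 scale in model and 1.05 above it in recovery. SCG2 lay below the floor in all 3 arrays, and S100B, a marker of Schwann cells that adipocytes also express, was at -3.58 in model. RESP18, encoding a neuroendocrine secretory protein that is on none of the lists, was at least 42.4-fold higher in model than in control and below the floor in recovery.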

Our microarray and RT-PCR results indicated that the mRNA levels of SST were increased by feeding a high-cholesterol diet and began to be restored to baseline levels after feeding a caloric restriction diet. In addition, serum SST concentration was also significantly increased in patients with CAD; however, this result was not consistent with that of a previous study in which plasma SST levels were lower in hyperlipidaemic subjects than in normolipidaemic subjects [36]. This finding may be explained by the fact that the serum SST concentrations in our study were correlated with cell migration rather than insulin resistance.

Given that vascular tissue is not readily accessible in humans, identifying protein markers in the serum can have practical implications in developing diagnostic tools for the diagnosis of CAD. However, there may not be a direct correlation between vascular gene expression and serum protein levels for the same markers because of the lack of vascular tissue. In our study, we used a rabbit model to validate the correlation between vascular gene expression and serum protein levels for the same markers. We found that gene expression in serum was consistent with the chip results. Although we correlated rabbit vascular gene expression with serum protein levels in humans, the results are meaningful due to the molecular similarities between experimental rabbit atherosclerosis and human atherosclerosis. Thus, it is possible that the rabbit atherosclerosis model could be used to study the molecular pathophysiology of atherosclerosis. We believe that these findings highlight a new method that could be used to discover novel biomarkers for human CAD.

In summary, using the rabbit genome-wide chip to select differentially expressed genes in the progression and regression of rabbit atherosclerosis is an efficient and reliable method to explore important genes related to the diagnosis and prognosis of human CAD. Newly identified genes could be used as novel biomarkers and drug targets for CAD in the future.

## Supplementary Material

supplementary_figures

## Supplementary Material

Supplementary Table 1

## Supplementary Material

Supplementary Table 2

## Data accessibility

Raw sequence data have been deposited in the Gene Expression Omnibus (GEO) database of NCBI with the accession number: GSE122669.

# Supplementary material for: Large-scale gene analysis of rabbit atherosclerosis to discover new biomarkers for coronary artery disease
**Source:** Open Biol. 2019 Jan 23;9(1):180238. doi: 10.1098/rsob.180238
**Supplement:** supplementary_figures

**Large-scale gene analysis using a rabbit atherosclerosis model to discover new biomarkers for coronary artery disease**

Xiaolan Yu^1^, Wen Guan^3^, Yang Zhang^1^, Qing Deng^1^, Jingjing Li^2^, Hao Ye^2^, Shaorong Deng^2^, Wei Han^2*^, Yan Yu^1*^

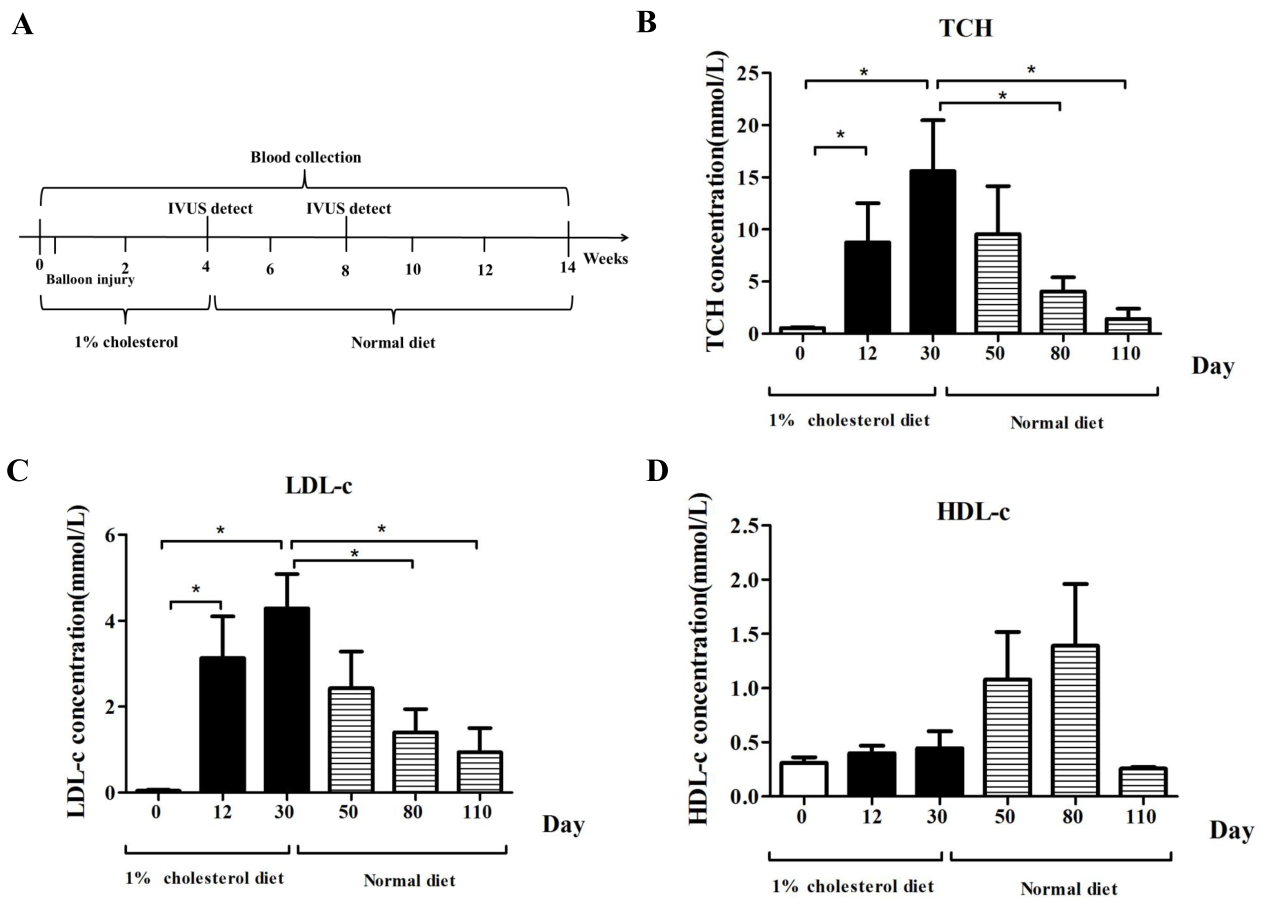

**Supplementary Figure 1.** Lipid profiles of rabbits with atherosclerosis. A schematic diagram of the development of the rabbit atherosclerosis model is shown in Figure A. Rabbits were fed a high-cholesterol diet (purified rabbit chow supplemented with 1% cholesterol) for four weeks. Three days into the diet, balloon injury of the abdominal aorta was performed. Once lesions formed, the rabbits were switched to a normal diet (chow with no added cholesterol or fat) for regression. Blood was collected every two weeks for lipid measurement. Intravascular ultrasound imaging was performed at the end of the 4th and 8th weeks to detect the characteristic lesions. TCH, LDL-c and HDL-c concentrations are presented in B, C, and D, respectively. Data were reported as the means ± SD, and among three-group comparisons were performed by anova, n=4. A *P*-value of less than 0.05 was considered significant.

**
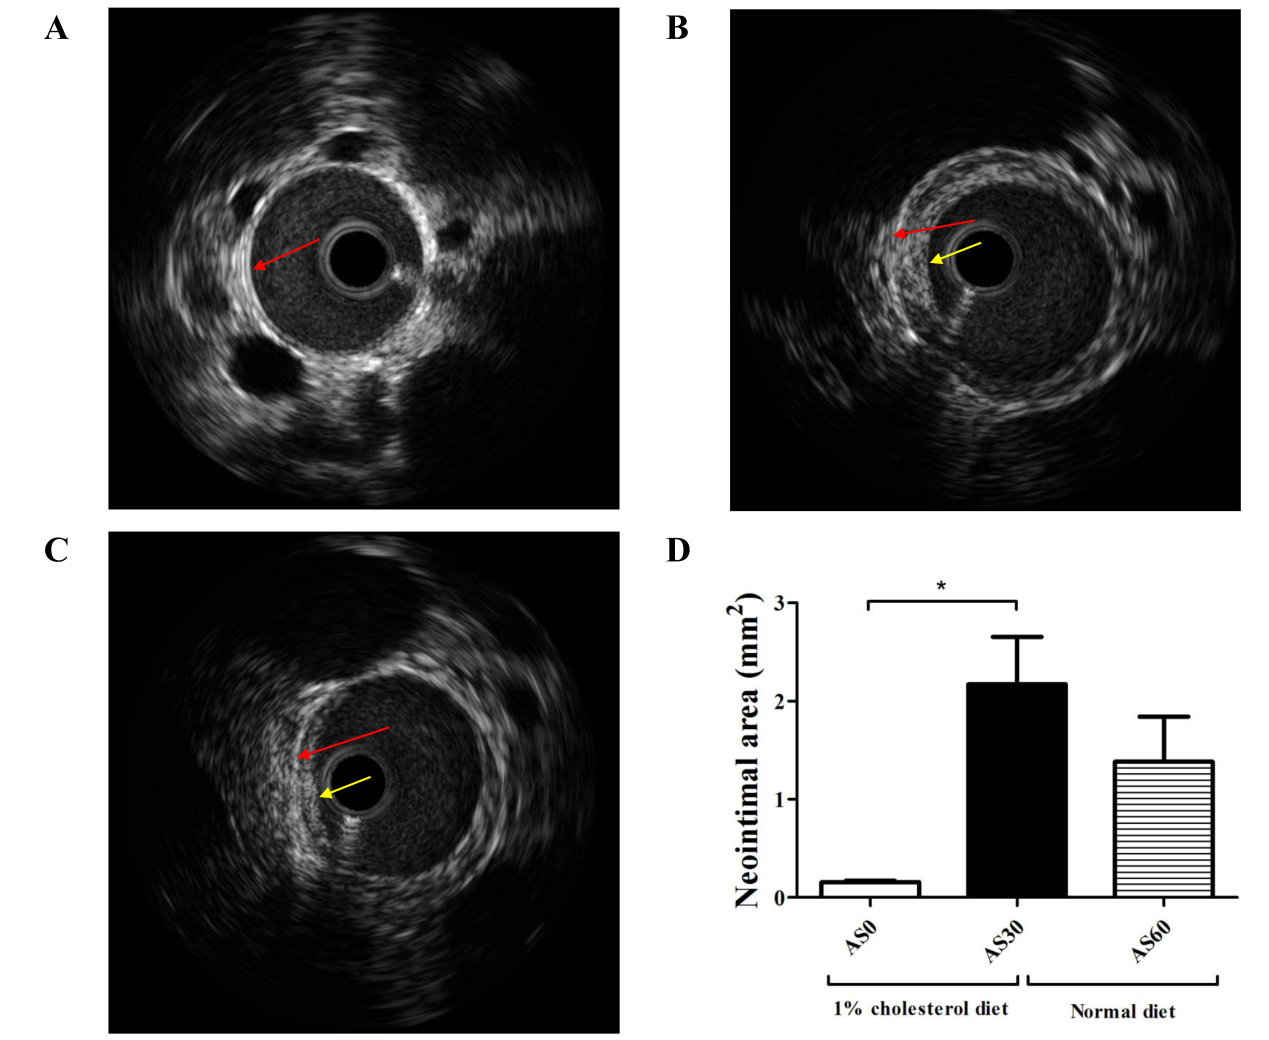
**

**Supplementary Figure 2.** Intravascular ultrasound of atherosclerosis in the rabbits. Intravascular ultrasound images show representative pictures of the abdominal aorta in control rabbits (A) and during the formation (B) and regression (C) of atherosclerosis (AS). Obvious neointima was observed on the 30th day of AS, and some neointima was observed on the 60th day of AS, whereas no neointima was observed at AS0. The mean neointimal area was measured and analysed (D). The red and yellow arrows indicate the intima and the neointima, respectively. Data were reported as the means ± SD, and among three-group comparisons were performed by anova, n=4. A *P*-value of less than 0.05 was considered significant.

How the deposited data were processed for this re-analysis (not part of the article)

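Gene expression was measured in the abdominal aorta of 1 control, 1 model and 1 recovery rabbit on an Agilent rabbit array with Cy3 labelling. The authors extracted signals with Agilent Feature Extraction, version 10.7 in the submitters' processing notes, and normalized them by quantiles in GeneSpring. The deposited values are log2 signal values that the authors had already normalized, so that every array has the same distribution. Background treatment and the averaging of spots are not given in the sources used here. All 3 value columns were used. The present and absent calls of the paper's filter were not used here, so the filter was not repeated. The number of arrays limits the precision: with 1 per group there is no spread between rabbits, no test, no leaving out of replicates and no comparison with other splits of the samples.

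The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The floor was to be the 95th percentile of negative controls if at least 20 were present. The table holds 1, so the 40th percentile of all values, 4.37, was used. A probe was counted as changed at 2-fold or more after values below the floor were set to it, over probes above the floor in at least 1 array. A fold with a floored value on 1 side is a lower bound, and none is given where both values were floored. A change in progression counted as returned when at least 0.5 of it was reversed on the log2 scale, including changes that passed the control level.

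The design, the fold threshold, the gene lists, the alternatives and the rule for named genes were written before the data were examined, though after Tables S1 and S2 had been read. The design was to count genes, each by its brightest probe. No annotation of the probes was used here, so probes were counted instead, which had been listed as an alternative. For the same reason the median over a gene's probes, every probe of a candidate gene on its own, and the percentiles of list medians among random lists were not run. The named genes are the candidates and their systems, the 10 largest measured changes and 5 largest bounds each way in progression and regression, and up to 4 members of each list described with 1 in the other direction. Not every gene this rule allows is named, and 1 is not reported here. Some probes in the first group carry provisional gene names and were left out, and some list members were picked to show levels rather than strictly by size.

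The rule that assigns genes to probes was made after the values had been seen. Tolerances of 0.0051, 0.006, 0.01, 0.02 and 0.05 on the log2 ratios and limits of 0.005, 0.01, 0.02, 0.05 and 0.1 expected chance matches were looked at, and the pair of 0.006 and 0.05 was settled on after seeing how many genes each assigned. It assigned 599 genes, against 191 with the limit of 0.01 and 976 with the limit of 0.1. Shifting all ratios by 0.1 in 8 directions gave 15 to 27 matches in place of 599. Of the 354 genes in thin regions that matched no probe, 116 equalled the mean of 2 probes with consecutive numbers, against 1 to 10 after the shifts. This was found by trying 21 combinations of run length and average, of which the mean and the median of 2 probes are equal and stood out. No gene was assigned through such a mean. A gene may have further probes that were not assigned. On simulated data, 600 of 603 assigned rows were assigned to the right probe. Of 50 probes changed in model over control by each planted fold, 0 were called at 1.5-fold, 49 at 2.5-fold, 50 at 4-fold and 50 at 8-fold, and 0 of 43403 unchanged probes were called. The simulated noise had an SD of only 0.1 on the log2 scale, and folds were planted only in probes well above the floor. The real arrays differed by a median of 0.435 to 0.656 per probe. The simulation therefore checks the counting and says nothing about false calls in the real arrays.

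The 15 cell type lists and 23 pathway lists were set against Table S1, whose members the study chose on these arrays, and against the assigned probes. Exact binomial intervals at the 95% level are given for shares of genes and cover the number of genes only. GAPDH, CCL8 and the somatostatin receptors do not stand in Table S1 and are not reported here. The alternatives changed the scaling, the floor, the fold threshold, the cutoff for return and the membership of adipocyte genes, 1 at a time.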

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

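Both tests in this part were chosen after the result had been seen, together with their cutoffs. The paper does not discuss neuronal genes, and 11 of the 12 listed neuron and Schwann cell genes in Table S1 stand in its cluster 4, against 16.7% of all its genes. Of the 22 genes on the list 0 stand in another of the lists. On the log2 scale, model lay above control by at least 2.03 for NEFH, a neurofilament, at least 1.79 for GAP43, a growth cone protein, at least 3.47 for SYT1 and at least 7.87 for NPY, and by 3.18 for TH. The other assigned members did not rise in this way. SCG2 lay below the floor in every array, and S100B, which adipocytes also express, was at -3.58 in model and -4.32 in recovery.

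Neuron genes and SST were thus far higher in the model array. The tables argue against labelling or hybridization as the whole explanation: the largest difference of a spiked-in control between model and control was 0.906 in size. That is below 1.30, which is 0.5 times the median rise of the 6 assigned neuron genes of cluster 4. This median takes bounds as values and SCG2, which has no ratio, as 0, over genes grouped by their rise. All 8 spiked-in controls were lower in model than in control, with a median of -0.46, while the neuron genes were higher. Nerve tissue in the model sample, such as a ganglion beside the aorta, is a hypothesis that stays open. Of the 12 genes 10 were at least 2-fold higher in model with at least 0.5 of the change reversed in recovery, but this count restates the pattern and does not test its origin. An effect of diet or injury on aortic nerves or on SST itself stays open and untested too, because group and rabbit are the same in 3 arrays.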

How the results depend on the processing

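The stricter assignment of genes and the use of Table S1 ratios were chosen after seeing the data. No paired analysis was possible because each group has 1 array. The alternatives with a median over a gene's probes, with every probe of a candidate, and with random lists were not run for want of probe names, and the list medians given are of the paper's ratios, to which the alternatives do not apply. The 3 scalings moved none of 22 results by over 1.5 times or out of their interval, but the values were already quantile-normalized, so these are void as checks. For the 4 candidate genes no alternative reversed a called direction, but this is void too. A common floor cannot change the sign of a difference, and the scalings left these ratios almost unchanged. Directions of other genes were not followed under the alternatives. The stricter assignment, the Table S1 ratios and leaving out adipocyte genes kept the 4 returned shares within their intervals. These intervals rest on 10 to 19 genes and are wide, so that of matrix took in a fall from 40.0% to 23.5%. Leaving out adipocyte genes took members only from metabolism, from 20 to 18, so for the other groups its outcome was fixed.

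The counts depend on threshold and floor. Probes changed between some pair of groups numbered 20016 with no floor, 7506 with the floor at the 60th percentile, 19203 at 1.5-fold and 4111 at 4-fold. In progression they numbered 11976, 4528, 12772 and 2568 under the same settings. In regression they numbered 9104, 2524, 9670 and 852, and 7081 with the floor at the 20th percentile. More probes are counted without a floor and fewer at a higher threshold by construction. The pattern down and kept held 4950, 2148, 5012 and 1345 probes with no floor, the 60th percentile, 1.5-fold and 4-fold, and up and kept held 4249, 1701, 4847 and 894. Down and returned held 1212, 265, 1144 and 93, with 851 at the 20th percentile, 844 when 0.25 of the change counted as returned and 273 when 0.75 did. Up and returned held 1565, 414, 1769 and 236, with 1296 when 0.25 counted.

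The returned share for inflammation was 0% with the floor at the 60th percentile, where 1 gene was left. The share for metabolism was 25.0% with no floor and at the 20th percentile and 7.14% at the 60th, and that for matrix 14.3% at the 60th, all within their intervals. For SST the log2 ratio of model over control was 6.86 with that floor, recovery over control -2.56 with no floor and with the 20th percentile, and recovery over model -11.56 under both and -6.86 at the 60th percentile. For MCP2 the ratios to control were 4.70 in model and 2.61 in recovery at the 60th percentile. For BMP7 model over control was -4.93 with no floor and at the 20th percentile and -2.13 at the 60th percentile, where recovery over control was also -2.13. These moves follow from the floor's own construction, since the dim value sets the bound. Signal near the floor is what limits SST in control and BMP7 in model and recovery.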

Differences from the paper's values

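No test is reported in this part, and the LPL probe was found only after its listed values had been seen. For BMP7 the paper's signal values are about 970 in control and about 200 in recovery (Fig. 6a, read by eye). The BMP7 probe gave 419.8 in control and at most 20.7, the floor on the linear scale, in recovery. The probe was assigned by the BMP7 ratios of Table S1, -4.65 for recovery over control, so Fig. 6a also departs from the paper's own Table S1. Control differed under every scaling and floor alternative set before the data were examined, but that outcome was fixed. Its log2 level of 8.71 lies above the highest floor, 6.58, and the scalings act on values already quantile-normalized. The recovery value differed under each alternative too, with 16.7 when no floor was set and 95.7 with the floor at the 60th percentile.

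For LPL the paper's Table S1 gives a log2 ratio of model over control of -9.66, and the candidate probe gave -7.66, a difference of 2.00. The scaling and floor alternatives kept this difference, but that outcome was fixed. The probe's levels in control and model lie above every floor tried, and the scalings act on values already quantile-normalized. No probe had the model ratio of Table S1 within 0.006, and the identity of the probe is inferred from its recovery ratio and its bright control signal.

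For MCP2, BMP7 and LPL the paper also measured mRNA by RT-PCR in replicate samples, and it reports that the levels matched the array. Those RT-PCR values were not used here. The probe values that follow come from the arrays alone, without replicate rabbits, and do not test the RT-PCR result. The paper states that MCP2 came back to normal in recovery, whereas its probe was 4.02 above control on the log2 scale. Relative to model the MCP2 probe was at -2.09. The paper states an upward trend of BMP7 in recovery. Its probe moved the same way, from 3.79 in model to 4.06 in recovery, but both values are below the floor, so no change could be measured. The paper states that LPL stayed level after the diet was changed, and its own ratios give -0.25 for recovery over model. The candidate probe gave -2.25, a value that rests on the inferred identity and on the differing model ratio above.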

Other observations

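Both tests in this part were chosen after the result had been seen. Markers of several further cell types were lower in both arrays by the paper's Table S1 ratios. All 9 listed lymphocyte genes there were lower in model, with a median log2 ratio of -2.98, and CD3E and ZAP70, of the T cell receptor pathway, were below the floor in model and recovery. All 9 endothelial genes were lower, with a median of -2.82. The adhesion molecule PECAM1 was at -2.53 in model and -1.90 in recovery, and PLVAP, of fenestrated endothelium, at -4.04 and -4.21, whereas the tight junction gene CLDN5 went from -3.76 to -0.99. All 5 red cell genes were lower, including ALAS2, of haem synthesis, at -4.09 and -6.54. Adventitial fibroblast genes were lower in model for 8 of 10 and in both arrays for 7, including DPT at -4.03 and SERPINF1 at -3.53 in model. Of the mesothelium and epithelium list 2 genes stand in Table S1, both lower, with KRT19 at least 10.8-fold lower.

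All 16 cell cycle genes in Table S1 were lower in both arrays, with medians of -1.61 in model and -2.92 in recovery, among them CCNB2 at -1.47 in model. Of the immediate early and heat shock list 5 of 6 were higher in model, while FOS was at -1.37 in model and 2.56 in recovery. Liver genes divided, 6 higher and 6 lower, with ALB at -1.62 in model and -3.32 in recovery. Of pancreas and gut endocrine genes 4 of 6 were higher in model, SST among them, and the adrenal cortex list had 1 gene, at -1.83. The housekeeping list had 1 gene, the transferrin receptor gene TFRC, at least 2.09-fold higher in model, and 0 of 30 ribosomal protein genes stand in Table S1. BCHE, encoding butyrylcholinesterase, was below the floor in control and at least 422-fold higher in model, with 13.30 in recovery.

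Adipocyte and lipid genes were far lower in the model and recovery arrays. Less fat tissue in the model and recovery samples than in the control sample stays open as a hypothesis: 7 of the 9 listed adipocyte genes in Table S1, LPL among them, were at least 4-fold lower in both arrays, a count that restates the pattern. A larger share of smooth muscle RNA that lowers other cell types stays open as well for the lists that fell. The lymphocyte, endothelial, red cell and mesothelium medians lie within the adipocyte quartiles of -6.77 and -2.65. The adventitial fibroblast median of -1.73 lies above them. Such a share cannot by itself account for every list: the neuron and Schwann cell median was 4.97, with 11 genes higher and 1 lower in model. The model aorta had balloon injury and the control aorta did not, so the endothelial fall cannot be told from an effect of injury. The macrophage median lay 4.38 above the adipocyte median of -4.92, but its genes went both ways, 7 higher and 8 lower, and a plaque adds macrophages, so it decides nothing. A loss of lipid gene expression within the wall stays open and untested.

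The paper describes MCP2 both as macrophage cationic peptide 2 and as the gene known as CCL8 in humans. In the RefSeq gene table of assembly mOryCun1.1, the gene MCP2 has the synonym NP2 and lies next to MCP-1, with the synonyms CS-4, MCP-2 and NP-2, and near a gene with the synonyms CS-6 and NP-5. That table has 15 genes with a CCL symbol, of which 0 lie on the chromosome of MCP2, and 0 genes have the symbol or synonym CCL8.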
